# Hippocampus-Based Mitochondrial Respiratory Function Decline Is Responsible for Perioperative Neurocognitive Disorders

**DOI:** 10.3389/fnagi.2022.772066

**Published:** 2022-02-09

**Authors:** Keqiang He, Juan Zhang, Wei Zhang, Sheng Wang, Dingfeng Li, Xiaolin Ma, Xiaofan Wu, Xiaoqing Chai, Qiang Liu

**Keywords:** perioperative neurocognitive disorders, postoperative cognitive dysfunction, neuroinflammation, mitochondrial respiratory chain complex, respiratory function

## Abstract

Perioperative neurocognitive disorders (PNDs) are a type of cognitive dysfunction occurring with a higher incidence in elderly patients. However, the pathological mechanism of PND and effective treatment remain elusive. We generated a PND mouse model by providing wild-type mice with surgical trauma; in our case, we used tibial fracture to investigate PND pathology. Mice aged 7–8 months were randomly divided into two groups: the surgery (tibial fracture) group and the control (sham) group. All mice were subjected to anesthesia. We examined the transcriptome-wide response in the hippocampus, a brain region that is tightly associated with memory formation, of control mice and mice subjected to surgical trauma at day 1 and day 3 after the surgical procedure. We observed reduced transcript levels of respiratory complex components as early as day 1 after surgery, and subsequent protein changes were found at day 3 after surgical trauma. Consequently, the activities of respiratory complexes were reduced, and adenosine triphosphate (ATP) production was decreased in the hippocampus of mice with surgical operations, supporting that respiratory chain function was impaired. In support of these conclusions, the mitochondrial membrane potential (MMP) levels were decreased, and the reactive oxygen species (ROS) levels were significantly increased. Mechanistically, we demonstrated that surgery induced a significant increase in cytokine IL-1β levels at day 1 after surgery, which concomitantly occurred with transcript changes in respiratory complex components. We further uncovered that transcription factors PGC-1α and NRF-1 were responsible for the observed transcript changes in mitochondrial complex components. Importantly, HT22 cells treated with the cytokine IL-1β resulted in similar reductions in PGC-1α and NRF-1, leading to a reduction of both the transcript and protein levels of respiratory complex subunits. Consequently, respiratory function was impaired in HT22 cells treated with IL-1β. Taken together, we demonstrated that reductions in respiratory complex components and subsequent impairment in mitochondrial functions serve as a novel mechanism for PND pathology, providing a potential therapeutic target for PND treatment.

## Introduction

Perioperative neurocognitive disorders (PNDs), including postoperative delirium (POD) and postoperative cognitive dysfunction (POCD) (Evered et al., 2018), are serious complications that affect up to 50% of surgical patients, especially those who are over 65 years old, for whom there is a lack of effective therapeutic treatments. It has been reported that the incidence of PND varies from 41–75% at 7 days to 18–45% at 3 months post-surgery (Zuo et al., 2020). Many major surgeries, such as hip or knee replacement, spinal operation, lower extremity arterial bypass operation, and open or laparoscopic colectomy, could lead to PND (Daiello et al., 2019). In fact, how anesthesia or surgery induces PND remains elusive (Eckenhoff et al., 2020). Currently, many reports speculate that neuroinflammation could be responsible for PND (Cibelli et al., 2010; Terrando et al., 2010; Degos et al., 2013; Hu et al., 2018; Ni et al., 2018; Skvarc et al., 2018; Saxena et al., 2019; Subramaniyan and Terrando, 2019; Yang et al., 2019, 2020). Patients who develop PND display increased proinflammatory cytokines in their cerebrospinal fluid (CSF) after anesthesia and surgery, suggesting a role of neuroinflammation in the pathology of PND (Hirsch et al., 2016). However, treatment with antibiotics prevents only a portion of model animals from PND induced by major surgeries (Liang et al., 2018). Additionally, corticosteroids, an anti-inflammatory medicine, could induce PND in a portion of patients over 65 years of age (Berger et al., 2018). These findings suggest that a mechanism other than neuroinflammation must exist.

Neuronal activity in the brain depends on the high energetic support provided by adenosine triphosphate (ATP), which is predominantly produced by mitochondria. Mitochondria-based energy metabolism is essential for cognitive function (Hebert-Chatelain et al., 2016). Neurons are highly specialized postmitotic cells that are inherently dependent on mitochondria to accommodate their high bioenergetic demand. Emerging evidence demonstrates that mitochondria are crucial for adult neurogenesis, which in turn contributes to cognitive processes in the mature brain (Khacho et al., 2019). Mitochondrial dysfunction is also tightly associated with various cognitive impairment-related disorders, such as Alzheimer’s disease (Swerdlow, 2018), Parkinson’s disease (Macdonald et al., 2018), and diabetes-associated cognitive impairment (Ma et al., 2020).

In this study, we adopted a classical mouse model of PND by conducting a surgical procedure of tibial fracture (Terrando et al., 2011; Hu et al., 2018; Xiong et al., 2018). The cognition of PND mice was assessed by conducting a series of behavioral tasks. We demonstrated that both the transcript and protein levels of mitochondrial respiratory complexes are significantly reduced in the hippocampus of PND model mice. These changes in respiratory complexes lead to decreased respiratory function in the hippocampus of PND model mice. Therefore, we defined a novel mechanism of PND pathology, where cognitive function decline results from the downregulation of respiratory chain function. This study also provides a potential therapeutic intervention for PND.

## Materials and Methods

### Animals

Male C57BL/6 wild-type mice aged 7–8 months were purchased from Vital River Laboratory Animal Technology [Beijing, China; Permit Number: SCXK (ZHE) 2019-0001]. All experimental protocols were approved by the Animal Studies Committee at the University of Science and Technology, Hefei, China. The animals were given *ad libitum* access to food and water. A 12:12-h light:dark cycle (09:00 a.m. to 09:00 p.m.) was followed in an air-conditioned environment. Animals were randomly divided into groups prior to any procedure or treatment.

### Establishment of Perioperative Neurocognitive Disorder Mouse Model

Mice were randomly assigned to two groups: the control (sham) and surgery (tibial fracture) groups. Control mice were subjected to anesthesia only, and the surgery group was subjected to anesthesia followed by tibial fracture operation. Mice were anesthetized with 2.1% isoflurane (RWD Life Science) using a commercially available rodent inhalation anesthesia apparatus (MIDTRX VIP2000, Midmark, Dayton, OH, United States) (Terrando et al., 2011; Hu et al., 2018). Tramadol (30 mg/kg) was subcutaneously administered to mice for analgesia immediately after anesthetic induction and prior to surgery (Xiang et al., 2019). Mice were subjected to an aseptic open tibial shaft fracture, and the fracture was managed by intramedullary nailing. During the surgery, the body temperature was maintained at 37°C using a heating lamp and a warming pad. Control mice received the same dose of anesthesia and analgesia but without tibial fracture procedures. The full procedure from the administration of anesthesia to the end of surgery lasted no longer than 15 min.

### RNA Isolation, Reverse Transcription, and Quantitative Polymerase Chain Reaction (PCR)

Hippocampal tissues were isolated from the brains of both control and surgery mice on day 1 post-surgery. Total RNA was extracted from hippocampal tissues using TRIzol (Invitrogen) and subjected to DNase I digestion for genomic DNA removal (Raihan et al., 2019). Reverse transcription was conducted using HiScript II Reverse Transcriptase (Vazyme) following the instructions of the manufacturer. Quantitative polymerase chain reaction (qPCR) was performed with AceQ qPCR SYBR Green Master Mix (Vazyme) on a Light Cycler 96 (Roche) instrument according to standard procedures. The real-time value for each sample was averaged and compared using the CT method, where the amount of target RNA (2^–ΔΔCT^) was normalized to a reference (ΔCT). The relative levels in the surgery group over the control group were plotted accordingly. qPCR detection primers are listed in Table 1.

**TABLE 1:** The forward and reverse primers for Quantitative PCR (qPCR) detection.

Gene	Primers	Sequence (5′ to 3′)
Cox5a	Forward primer	GCCGCTGTCTGTTCCATTC
Cox5a	**Reverse primer**	GCATCAATGTCTGGCTTGTTGAA
Ndufs6	Forward primer	GGGGAAAAGATCACGCATACC
Ndufs6	**Reverse primer**	CAAAACGAACCCTCCTGTAGTC
Ndufb8	Forward primer	TGTTGCCGGGGTCATATCCTA
Ndufb8	**Reverse primer**	AGCATCGGGTAGTCGCCATA
Ndufa1	Forward primer	ATGTGGTTCGAGATTCTCCCT
Ndufa1	**Reverse primer**	TGGTACTGAACACGAGCAACT
Cox4i1	Forward primer	ATTGGCAAGAGAGCCATTTCTAC
Cox4i1	**Reverse primer**	CACGCCGATCAGCGTAAGT
Ndufa2	Forward primer	TTGCGTGAGATTCGCGTTCA
Ndufa2	**Reverse primer**	ATTCGCGGATCAGAATGGGC
Ndufs7	Forward primer	GTTCATCAGAGTGTAGCCACTG
Ndufs7	**Reverse primer**	CAGGCCGAAGGTCATAGGC
Atp5d	Forward primer	TGCTTCAGGCGCGTACATAC
Atp5d	**Reverse primer**	CACTTGCTTGACGTTGGCA
Uqcr10	Forward primer	ATCCCTTCGCGCCTGTACT
Uqcr10	**Reverse primer**	GTGCTCGTAGATCGCGTCT
Ndufa6	Forward primer	GGTGAAACAAGGACGGGATA
Ndufa6	**Reverse primer**	GGAAAAACCGCATAACGTGT
β-actin	Forward primer	GGCTGTATTCCCCTCCATCG
β-actin	**Reverse primer**	CCAGTTGGTAACAATGCCATGT
Cox11	Forward primer	AATGCTGACGTTCATGCCAG
Cox11	**Reverse primer**	ACTGTCCAGCTTCAAACGGT
Atp5e	Forward primer	CAGGCTGGACTCAGCTACATC
Atp5e	**Reverse primer**	CCGAAGTCTTCTCAGCGTTC
Atp5k	Forward primer	CGGTTCAGGTCTCTCCACTC
Atp5k	**Reverse primer**	CCGCCAGTTCTCTCTCAATC
Atp6v1f	Forward primer	GACACGGTGACTGGTTTCCT
Atp6v1f	**Reverse primer**	CGAACCATCTCTGCGATGTA
Ndufb10	Forward primer	TGCCAAGAACCGAACCTACT
Ndufb10	**Reverse primer**	TGGCACAGTTCTGCTGGTAG
Cox8a	Forward primer	ATGTCTGTCCTGACGCCACT
Cox8a	**Reverse primer**	CAGGCAGAAGACAACACACG
Cox7c	Forward primer	GAGTATCCGGAGGTTCACGA
Cox7c	**Reverse primer**	TAAAGAAAGGTGCGGCAAAC
Cox6a1	Forward primer	AAGGCCCTCACCTACTTCGT
Cox6a1	**Reverse primer**	TTCACATGAGGGTTGTGGAA
Uqcr11	Forward primer	TGCTGAGCAGGTTTCTAGGC
Uqcr11	**Reverse primer**	CCTTCTTAAACTTGCCGTTGA
Ndufb9	Forward primer	GCCCGGTTTGAAGAACATAA
Ndufb9	**Reverse primer**	GCACCATTCTGGAACCTTGT

### Next-Generation Sequencing

Hippocampal tissues were isolated from the brains of both control and surgery mice on day 1 post-surgery. Total RNA was extracted from hippocampal tissues (2 mice in each group). Total mRNA was enriched by oligo (dT) beads, followed by fragmentation and reverse transcription with random primers. The remaining mRNA was removed by RNase H treatment. cDNA was purified, and the adapters were ligated at the 5′ and 3′ ends. Ligated cDNA was PCR amplified and subjected to an Illumina NovaSeq System for 150 nt paired-end sequencing (Annoroad Gene Technology). The raw RNA-Seq data were filtered to obtain clean reads, followed by mapping to the mouse reference genome (mm10) using HISAT.

### Kyoto Encyclopedia of Genes and Genomes and Gene Ontology Analysis

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses and Gene Ontology (GO) functional annotation were performed for differentially expressed genes in surgery over control groups using Database for Annotation, Visualization, and Integrated Discovery (DAVID v6.8).

### Purification of Mitochondria From Hippocampal Tissues

Mitochondria were purified from hippocampal tissues using a commercial kit (Beyotime, Cat#:C3606). Briefly, fresh tissues were homogenized in ice-chilled isolation buffer (1:10, w/v) using Dounce homogenizers and centrifuged at 1,000*g* for 5 min at 4°C. Supernatants were saved and transferred to an EP tube, followed by centrifugation at 3,500*g* for 10 min at 4°C. The resulting sediment was considered mitochondria. The protein concentration in mitochondrial fractions was determined using a BCA protein assay kit (Thermo Scientific, Cat #: P0010S).

### Enzyme-Linked Immunosorbent Assay (ELISA)

Mice were perfused with phosphate-buffered saline (PBS), and the hippocampal tissues were harvested. Proteins were extracted with RIPA buffer (Beyotime, Cat#: P0013B) containing 1% PMSF (Beyotime, Cat#: ST506) and 1% cocktail protease inhibitor (MCE, Cat#: C0001), followed by protein concentration determination with a BCA protein assay kit (Thermo Scientific, Cat #: P0010S). Levels of IL-6 (R&D Systems, Cat#: EMC004) and IL-1β (NeoBioscience, Cat#: EMC001b) were measured in hippocampal tissues by an Enzyme-linked immunosorbent assay (ELISA)-based approach according to the protocols of the manufacturer.

### Plasmid Construction

The coding sequences of the PGC-1α gene were synthesized and then inserted into the pcDNA 3.1 vector (General Biol).

### Immunoblotting and Densiometric Analysis

Proteins were extracted from hippocampal tissues or cells as described in the “ELISA” section. Equal amounts of proteins were resolved by SDS-PAGE electrophoresis and then transferred from SDS-PAGE gels to nitrocellulose membranes (Poll, Cat# 66485). The membranes were incubated with 5% non-fat milk at room temperature for 1 h, followed by incubation with primary antibodies at 4°C overnight. The following antibodies were used: polyclonal rabbit anti-IL-1β (1:1,000, Proteintech, Cat#:16806-1-AP), monoclonal mouse anti-PGC-1α (1:5,000, Proteintech, Cat#:66369-1-Ig), polyclonal rabbit anti-NRF-1 (1:1,000, Proteintech, Cat#:12482-1-AP), polyclonal rabbit anti-Cox5a (1:500, Proteintech), polyclonal rabbit anti-ATP5d (1:1000, Proteintech, Cat#:14893-1-AP), polyclonal rabbit anti-ATP5k (1:500, Proteintech, Cat#:16483-1-AP), polyclonal rabbit anti-Ndufs6 (1:500, Proteintech, Cat#:14417-1-AP), monoclonal mouse anti-Ndufb8 (1:10,000, Proteintech, Cat#:67690-1-Ig), polyclonal rabbit anti-Ndufb10 (1:1,000, Proteintech, Cat#:15589-1-AP), and monoclonal mouse β-actin antibody (1:5,000, Affinity, Cat#:AF7018). The immunoreactive bands were visualized by enhanced chemiluminescence (Thermo Scientific) and detected by Chemiscope (CLiNX). Immunoreactive bands were quantified using ImageJ software (NIH).

### Mitochondrial Respiratory Complex Activity Determination

Activities of nicotinamide adenine dinucleotide (NADH) dehydrogenase (complex I) and cytochrome C oxidase (complex IV) were measured by commercially available kits (Solarbio, Cat#: BC0515 and Cat#: BC0945) according to the instructions of the manufacturer. Briefly, reaction buffer was added to purified mitochondria, and this reaction mixture was transferred to a 96-well plate, followed by reading on a SpectraMax i3x microplate reader (Molecular Devices). The absorbance of the reaction mixture was measured at 340 nm for complex I or 550 nm for complex IV.

### Determination of Adenosine Triphosphate Levels

Adenosine triphosphate levels were measured using a firefly luciferase-based ATP assay kit (Beyotime, Cat#: S0026) according to the instructions of the manufacturer. Briefly, hippocampal tissues were lysed in ice-cold lysis buffer, homogenized with a Dounce homogenizer on ice, and centrifuged at 12,000*g* for 5 min at 4°C. Twenty microliters of samples or standards were added to each well containing 100 μl of working solutions. Luciferase levels were measured using a SpectraMax i3x microplate reader (Molecular Devices).

### Determination of Mitochondrial Membrane Potential

Mitochondrial membrane potential (MMP) levels were measured using a commercially available kit (Beyotime, C2006). Briefly, a 5,5′,6,6′-tetrachloro-1,1′,3,3′ tetraethylbenzimidazolyl-carbocyanine iodide (JC-1) probe was incubated with purified mitochondria prepared from hippocampal tissues. Fluorescence for each sample was measured using SpectraMax i3x (Molecular Devices) at an excitation/emission wavelength of 485/590 nm.

### Determination of Reactive Oxygen Species

Reactive oxygen species (ROS) levels were measured using a commercially available kit (GENMED, Cat#: GMS10016.4). Briefly, cold GENMED diluent was quickly added to freshly dissected hippocampal tissues, followed by homogenization in a Dounce homogenizer on ice. The protein concentrations were determined using a BCA protein assay kit (Thermo Scientific, Cat #: P0010S). The working solution containing DCFHDA (100 μl) was added to each sample in a 96-well plate. Fluorescence was measured using a SpectraMax i3x microplate reader (Molecular Devices) at an excitation/emission wavelength of 490/520 nm.

Cells were incubated with an *in situ* DCFHDA probe at 37°C for 20 min according to the instructions of the manufacturer. ROS fluorescence signals were captured with a CCD camera mounted onto a U-CB5S microscope system (Olympus). Relative fluorescence intensities were calculated using ImageJ (NIH).

### Open Field Test

An open field task was conducted to evaluate anxiety behavior and general locomotor activity. Mice were subjected to the open field task on day 6 post-surgery. Each mouse was gently placed at the center of a black chamber (45 cm × 45 cm × 40 cm) for 5 min, and exploratory behavior was recorded using a video tracking system (Smart 3.0 software, Panlab, Spain). Locomotor activity was determined by the total distance traveled, and anxiety behavior was determined by the time spent in the center and edge of the chamber. The arena was cleaned with 75% alcohol before and after each test to avoid olfactory cues.

### Novel Object Recognition Test

The novel object recognition test was conducted as described previously, with minor modifications (Lueptow, 2017; Zhang et al., 2021). Before the test, mice were allowed to explore the test chamber (with a dimension of 45 cm × 45 cm × 40 cm; RWD Life Science) for 5 min/day for 2 days. This habituation session occurred at day 5 and day 6 after the operations. On day 7 after the operation, two identical objects (A + A) were presented to mice, followed by exploration for 10 min (training session). Four hours after the training session, mice were presented with two objects, one familiar object (A) and one novel object (B), in the same position for 10 min (test session). The exploring time for each object was recorded. Data were analyzed using Smart 3.0 software (Panlab, Spain). The cognition index was defined as the ratio of time spent exploring the novel object to the total time spent exploring both objects.

### Fear Conditioning Test

The fear conditioning test was used to assess contextual memory as described previously (Hu et al., 2018). Briefly, animals were trained to associate a conditional stimulus (tone) with an aversive, unconditional stimulus (foot shock). The behavioral test was conducted using a conditioning chamber (Soft maze Information Technology). Mice were placed in a test chamber and allowed to explore for 100 s and then presented with an auditory cue (75–80 dB, 5 kHz) for 20 s (conditional stimulus). A foot shock (0.75 mA) (unconditional stimulus) was administered overlapping with the conditional stimulus for 2 s. Auditory cues and foot shock were given to mice with the same paradigm after a 100 s break. The context test was conducted 24 h after the training session, during which no tones or foot shocks were provided to mice. Freezing behavior was recorded for both the training and test sessions, and freezing time was analyzed.

### Cell Culture, Transfection, and Treatment

HT22 cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM) (HyClone), supplemented with 10% fetal bovine serum (FBS) (Biological Industries) and 1% penicillin–streptomycin (Beyotime) in a 5% CO_2_ incubator (Thermo Fisher Scientific) at 37°C. Plasmid transfection was performed when cells were approximately 70–80% confluent using Lipofectamine 2000 (Invitrogen). HT22 cells were treated with IL-1β for 48 h at a concentration of 10 ng/ml (MedChemExpress, HY-P7073). Cells were collected at the end of the treatment, and RNA or protein was extracted for further analysis. All experiments were repeated at least three times.

### Measurement of the Blood–Brain-Barrier Permeability

Evans blue (EB) (2%) in saline solution was injected through the caudal vein of mice (4 ml/kg). The amount of EB in the brain was measured according to the previously published work (Uyama et al., 1988). One hour after the injection, mice were perfused with PBS, and the brain tissue was homogenized in 50% trichloroacetic acid solution. Brain homogenates were then subjected to centrifugation at 10,000 rpm for 20 min at 4°C, and the supernatant was diluted in absolute ethanol. External standards of EB solution range from 1.95 to 125 ng/ml, and prepared samples were added to 96-well plates; fluorescence signals were detected with a CLARIOstar microplate reader (excitation: 620 nm, emission: 680 nm) (BMG LABTECH, Germany).

### Immunofluorescence Staining

Immunofluorescence staining was performed as described previously (Li et al., 2021). Cells were seeded on coverslips, washed 3 times with PBS, and fixed in 4% PFA for 15 min. Cells were permeabilized with PBS containing 0.2% Triton X-100 (PBST), followed by blocking with 2% BSA in PBST for 30 min. After blocking, cells were incubated with primary antibodies overnight at 4°C, followed by incubation with an Alexa-conjugated secondary antibody (Invitrogen). Fluorescence signals were captured with a CCD camera mounted onto a U-CB5S microscope system (Olympus). The following antibodies were used for immunofluorescence staining: monoclonal rabbit anti-Ndufs6 (1:200, Abcam, Cat#: ab195808), monoclonal mouse anti-PGC-1α (1:200, Proteintech, Cat#: 66369-1-Ig), and monoclonal rabbit anti-NRF-1 (1:200, Abcam, Cat#: ab175932).

### Statistical Analysis

All quantified data represent an average of at least triplicate samples. Statistical significance was determined by independent samples (unpaired) Student’s *t*-test (two-tailed) or one-way analysis of variance (ANOVA) in SPSS26.0 or GraphPad Prism 7.0. *P* < 0.05 was considered significant (indicated by an asterisk in the figures); *P* < 0.01 and *P* < 0.001 were indicated by two asterisks and three asterisks, respectively, in the figures.

## Results

### Perioperative Neurocognitive Disorder Mouse Model Establishment

Previous studies have shown that trauma-induced memory decline lasts longer in older mice than in younger mice (Eckenhoff et al., 2020); however, aged mice with an impaired blood–brain barrier (BBB) may also bring possible confounding factors from the circulation (Yang et al., 2017; Ni et al., 2018). Therefore, we selected middle-aged (aged 7–8 months) C57BL/6 male mice to conduct tibial fracture operations and to create a PND mouse model (Ackert-Bicknell et al., 2015; Wang et al., 2018). We first evaluated this PND mouse model by assessing their cognitive behaviors.

At 7 days after surgery, mice were subjected to novel object recognition (NOR) task for contextual memory assessment. The control and surgery mice showed no significant changes during the training session. Four hours after the training session, mice that underwent surgery exhibited significantly decreased time spent on exploring the novel object compared with the control mice that did not undergo surgery (Figure 1A), suggesting that contextual memory was impaired in the surgically treated mice. Consistently, the fear conditioning (FC) task also showed that the freezing time was significantly lower in surgery mice than in control mice, supporting fear-related contextual memory decline in PND mice (Figure 1B). Cognitive impairment of these mice with tibial fracture operation suggests that this PND model is successfully established. The open field test was carried out to evaluate the locomotor activity and anxiety behavior of mice. We found that control and PND mice exhibited similar locomotor activities and anxiety behavior (Supplementary Figures 1A,B).

**FIGURE 1:**
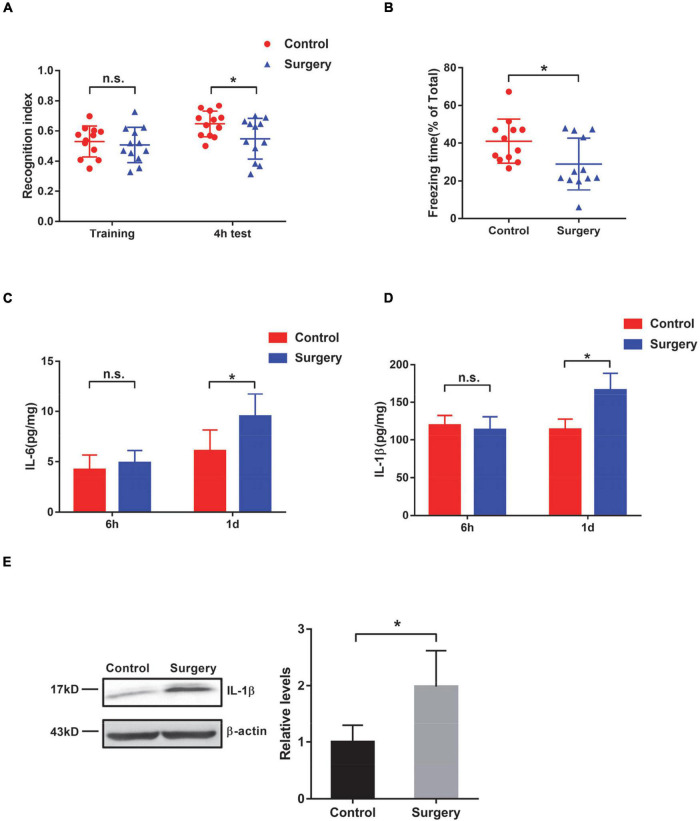
Evaluation of cognition and neuroinflammation in mice after tibial surgery. **(A)** Contextual memory was evaluated by the novel object recognition (NOR) task. The recognition index was calculated for control and surgery mice at the training phase and 4 h after the training (*n* = 12 per group). **(B)** Contextual memory was evaluated by the fear conditioning task. Freezing time was recorded, and the ratio of freezing time to the total testing time was calculated (*n* = 12 per group). **(C–E)** Wild-type (WT) mice were subjected to tibial surgery, and hippocampal tissues were collected at 6 h or 1 day post-surgery. Levels of IL-6 **(C)** and IL-1β **(D)** in the hippocampus were determined by an ELISA-based approach (*n* = 6–9 per group). Levels of IL-1β in the hippocampus were also determined by immunoblotting and densiometric analysis **(E)** (*n* = 4 per group). In this and subsequent figures, h represents hours and d represents days. *P < 0.05 by independent samples Student’s *t*-test; n.s. not significant; error bars denote the standard error of mean (SEM).

A previous study demonstrated that surgery and anesthesia together induce significant reductions in BBB permeability in mice (Yang et al., 2017); therefore, we examined the permeability of the BBB in our PND model mice. We found that the surgery mice (surgery and anesthesia) showed higher BBB permeability than the control mice (anesthesia only), whereas the control mice exhibited similar BBB permeability as those mice that were subjected to neither anesthesia nor surgery treatment (naïve) (Supplementary Figure 1C). Interleukin-6 (IL-6) is a well-known cytokine that indicates the inflammatory status (Hu et al., 2018). In this study, we observed an increase in IL-6 in the hippocampus of PND mice at 1 day after tibial fracture, but not at an earlier time point (6 h after the operation) (Figure 1C). In addition to IL-6, we also detected a significant increase in IL-1β levels (Figures 1D,E), which is also considered an indicator of inflammation (Cibelli et al., 2010). These observed changes in IL-6 and IL-1β levels also support the successful establishment of this PND mouse model.

### Transcriptome Analysis of Hippocampal Tissues of Perioperative Neurocognitive Disorder Model Mice

To investigate the impact of surgical trauma on postoperative cognition, we next conducted transcriptome analyses of the hippocampus isolated from control and PND mice. 

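Hippocampal tissue was taken on day 1 post-surgery from 2 control mice, which received anesthesia only, and 2 PND mice, which received anesthesia and a tibial fracture. The mice were 7 to 8 months old. Poly(A) RNA was enriched with oligo(dT) beads and sequenced as 150 nt paired-end reads. The authors filtered the reads, mapped them to mm10 with HISAT and deposited the number of reads counted on each of 29300 genes in each mouse, without normalization. The paper's text does not name the program that counted the reads, nor whether the counting used strand. The total count was 17562999 and 18573386 in the 2 control mice and 15763432 and 16576331 in the 2 PND mice. The 10 most abundant genes held 4.78% and 4.79% of the counts in the control mice and 5.98% and 6.09% in the PND mice.

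From these counts, genes were kept by edgeR's expression filter with a minimum count of 10, which left 17144 genes. Libraries were scaled by TMM, with factors from 0.982 to 1.02, and counts scaled to a common library size are given as CPM. PND mice were compared with control mice by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called a differentially expressed gene (DEG) at an adjusted p-value under 0.05 with a fold change of at least 1.5 or at most 0.67. The fold changes are those of the paper, whose text gives no test or p threshold for the sequencing data. Over genes, the median SD between replicates was 0.08 on the log2 scale in both groups. The chi-square statistic per degree of freedom between replicates was 13.4 for the control mice and 8.45 for the PND mice, so replicates differed by more than the sampling noise of the counts. With 2 mice per group, the p-values rest on a spread that the test estimates jointly over genes.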

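Among the 17144 genes tested, 1544 were DEGs, of which 1158 (75.0%) were higher and 386 were lower in PND mice than in control mice. The median log2 fold change was 0.83 for the higher DEGs and -0.64 for the lower DEGs, and the median standard error over all genes tested was 0.14. When libraries were scaled by their totals only, 1379 genes were higher and 224 were lower, so that 86.0% of the DEGs were higher. With the trend of each library with transcript length and GC content removed, 162 genes were DEGs, 108 higher and 54 lower, of which 95 and 22 were among the DEGs without this correction. Across the 17120 genes with a GC content, the log2 fold change fell as the GC content of the transcripts rose (Spearman's rho -0.64, across genes, which are not independent replicates). In the eighth of the genes with the lowest GC content the median log2 fold change was 0.59, and 718 genes were higher DEGs. In the eighth with the highest GC content it was -0.34, with 6 higher and 203 lower DEGs. Between replicates of the same group, the corresponding medians stayed between -0.10 and 0.06.

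**Figure D1:**
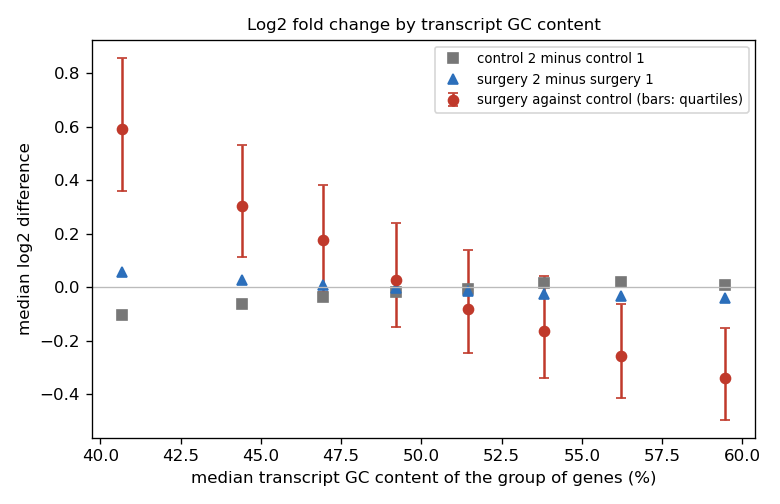
Median log2 difference (vertical axis) against median transcript GC content in % (horizontal axis) for 8 groups of 2140 genes each. Circles show PND against control mice with bars from the lower to the upper quartile, squares show control 2 minus control 1 and triangles show surgery 2 minus surgery 1. The circles fall from 0.59 to -0.34, while the squares and triangles stay between -0.10 and 0.06.

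Of the DEGs with a mean of at least 1 CPM and both PND mice beyond both control mice, the 5 with the largest rise included 3 processed pseudogenes that share sequence with other genes. Gm6807 (mm10 chromosome 19, 45450308 to 45451195, antisense to Btrc) had 2 and 2 counts in the control mice and 77 and 85 in the PND mice, at least 29.2-fold higher. Of its 75 nt windows, 47.1% also occur in other genes. Hmgb1-ps2, with 77.9% of its windows shared, had a log2 fold change of 3.55 (standard error 0.31, adjusted p = 0.0043 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gm3362, with 67.6% shared, had a log2 fold change of 3.02 (standard error 0.36, adjusted p = 0.0048 from the same edgeR test), which was 4.00 without the first control mouse and 2.41 without the second. The reads of these genes could have been split with their copies by the counting. Rbp3 had 2 and 1 counts in the control mice and 21 and 71 in the PND mice, at least 16.3-fold higher as the mean of both PND mice and at least 7.79-fold in the first. The log2 fold change of Gm44742 was 3.18 (standard error 0.50) and fell to 1.57 with the length and GC correction, where its adjusted p was 0.14 by the same edgeR test, against a range from 0.0062 to 0.14 over the alternatives. The 5 largest falls were in Ltf (-1.63, standard error 0.45), Gm42984 (-1.53, 0.32), Scp2-ps2 (-1.31, 0.37), Gm5421 (-1.25, 0.31) and Tpi-rs11 (-1.24, 0.29), each given as the log2 fold change and its standard error. Their adjusted p-values ranged from 0.018 to 0.044 by the same edgeR test, and none of the 5 stayed under 0.05 with the length and GC correction. When each mouse was left out in turn, the log2 fold change of Ltf ran from -2.57, without the second PND mouse, to -1.10. Exons of Gm42984 overlap Tapt1 on the opposite strand and those of Scp2-ps2 overlap Gm47162, and Scp2-ps2 and Tpi-rs11 share 66.2% and 15.7% of their windows with Scp2 and Tpi1.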

We detected a total of 1,597 differentially expressed genes (DEGs) in PND mice, among which 1,135 (71%) DEGs were significantly upregulated (fold change ≥ 1.5, PND vs. control) and 462 (29%) DEGs were significantly downregulated (fold change ≤ 0.67, PND vs. control) (Figure 2A).

**FIGURE 2:**
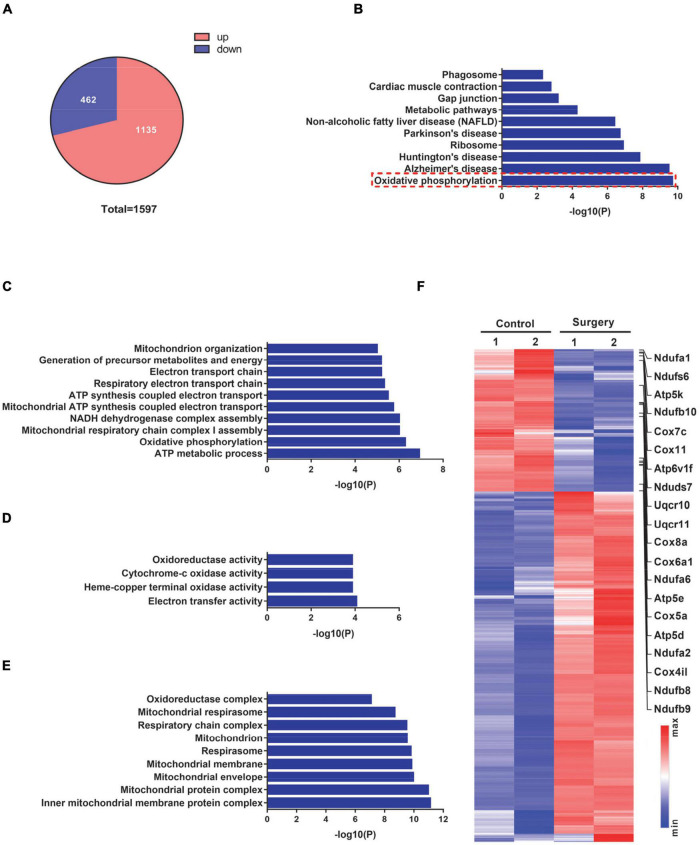
Transcriptome profiles of hippocampal tissues from control mice and mice at 1 day after surgery. **(A)** Pie chart demonstrating the total number of differentially expressed genes (DEGs) (fold-change cutoff = 1.5) and the number of significantly up- and downregulated genes (surgery vs. control). **(B)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis for significantly downregulated genes in **(A)**. **(C–E)** Biological process **(C)**, molecular function **(D)**, and cellular component **(E)** from Gene Ontology (GO) analysis for significantly downregulated genes in **(A)**. **(F)** DEGs in the surgery vs. control groups were visualized in a heatmap. Oxidative phosphorylation-related genes are indicated on the right side of this heatmap.

We next conducted a KEGG pathway analysis to explore the potential pathway that is involved in the defective cognitive function of PND mice. These significantly downregulated DEGs in the KEGG pathway analysis exhibited enriched functional annotation related to oxidative phosphorylation and neurodegenerative diseases, such as Alzheimer’s disease, Parkinson’s disease, and Huntington’s disease (Figure 2B). Furthermore, we performed GO analyses on these significantly downregulated DEGs. 

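The pathway lists used by the paper were not used here, and the Parkinson's and Huntington's disease terms were not analysed here. A set of oxidative phosphorylation genes was built instead from the orthology descriptions in the authors' deposited table, before any fold change was examined. Of its 103 tested genes, 85 had a negative log2 fold change, 20 were lower DEGs and 1 was a higher DEG. The 12 tested genes encoded by the mitochondrial genome formed a separate set and went the other way. Their median log2 fold change was 1.09, and 9 were higher DEGs. With the length and GC correction, this median was 0.21 and 1 of the 12 was a higher DEG. For the oxidative phosphorylation set the following values were found. Its median log2 fold change was -0.37, with an SD between replicates of 0.05. By camera, a limma test of a gene set against all other genes, run with a preset inter-gene correlation of 0.01, its p was 1.4e-13 (5.7e-13 after Benjamini-Hochberg adjustment over the 12 sets tested). The 84 genes of cytosolic ribosomal proteins also fell, with a median of -0.27 (12 lower DEGs, adjusted p = 2.4e-08 by limma's camera), and the 77 genes of mitochondrial ribosomal proteins had a median of -0.09 (adjusted p = 0.016 by the same limma test). With the correlation between genes estimated from these 4 libraries in place of the preset value, the p of the oxidative phosphorylation set was 0.17, and fry, a rotation test, gave 0.019. Under fry the p of the cytosolic ribosomal proteins was 0.040, against 0.29 with the estimated correlation, and those of the mitochondrial ribosomal proteins were 0.057 and 0.28.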

The top terms from the biological process (BP) in the ontology were strongly related to mitochondrial functions, such as ATP metabolic process, oxidative phosphorylation, and mitochondrial respiratory chain complex assembly (Figure 2C). Similarly, terms from the molecular function (MF) in the ontology also showed a strong enrichment for mitochondria-related activities, such as oxidoreductase activity, cytochrome-c oxidase activity, and electron transfer activity (Figure 2D); and terms from the cellular component (CC) displayed a strong enrichment for mitochondrial structural components, such as inner mitochondrial membrane protein complex, mitochondrial protein complex, mitochondrial membrane, and respiratory chain complex (Figure 2E). 

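Terms were taken as listed for each gene in the authors' deposited table, without adding the parent terms of the ontology. Of the lower DEGs, 356 carried an annotation, against a background of 14487 tested genes. Over 5215 terms of 5 to 500 tested genes, 3 terms passed an adjusted p-value of 0.05 by the one-sided Fisher's exact test with Benjamini-Hochberg adjustment, and 75 had an unadjusted p-value under 0.05. None of the 3 was a biological process. ATP metabolic process held 0 lower DEGs among 26 genes and mitochondrial respiratory chain complex assembly 0 among 5. Oxidative phosphorylation, listed for 8 tested genes, held 1 lower DEG where 0.197 were expected (unadjusted p = 0.18 by the one-sided Fisher's exact test). The assembly of complex I held 1 among 14 genes, that of complex III 1 among 8 and that of complex IV 0 among 13. The process with the lowest p-value, chosen after its value was seen, was mitochondrial electron transport from cytochrome c to oxygen, with 4 lower DEGs among 9 genes (adjusted p = 0.053, one-sided Fisher's exact test).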

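Among molecular functions, cytochrome-c oxidase activity held 6 lower DEGs among 25 tested genes, 9.77 times the number expected (adjusted p = 0.044, one-sided Fisher's exact test with Benjamini-Hochberg adjustment). Oxidoreductase activity held 0 among 69 genes. Electron transfer activity, which the table lists under the older name electron carrier activity, held 3 among 42 (unadjusted p = 0.084, one-sided Fisher's exact test). Among cellular components, mitochondrial respiratory chain complex IV held 5 lower DEGs among 13 genes and complex I held 8 among 44, each with an adjusted p of 0.026 by the same Fisher's exact test. Against random lists matched on expression and length, with adjustment over the 19 terms matched to the paper's, the resampling p-values were 0.0076 for complex IV, 0.031 for cytochrome-c oxidase activity and 0.12 for complex I. Mitochondrial membrane held 8 among 74 genes, 4.40 times the number expected, and mitochondrial inner membrane held 18 among 304, 2.41 times the number expected. Their unadjusted p-values were 0.00045 and 0.00054 by the same Fisher's exact test, and the adjusted p-value of both was 0.35. When libraries were scaled by their totals only, none of the 19 tested terms matched to those the paper names passed the threshold, and 6 had an unadjusted p-value under 0.05. Among the lower DEGs called with the length and GC correction, 6 terms passed. Translation and structural constituent of ribosome had the lowest adjusted p-values (9.4e-06 each), and complex I (5.6e-04) and cytochrome-c oxidase activity (0.0017) were among the others, by the same Fisher's exact test.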

A total of 1,597 DEGs were visualized in a heatmap, with mitochondrial respiratory complex-related genes labeled (Figure 2F). These findings suggest that operation-induced decreases in genes in PND mice are mostly related to mitochondrial respiratory functions.

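Of the 1597 genes marked significant in the authors' deposited table, a mark that follows the unadjusted p-value, 1571 passed the count filter. All 1571 had the same direction of fold change in the edgeR fit. In that fit, 1382 of them were DEGs of the same direction (1005 higher and 377 lower). Another 162 DEGs of the edgeR fit are not marked in the authors' deposited table. In each of the 1544 DEGs both PND mice lay beyond both control mice. Chance separates 33.3% of genes in this way with 2 mice against 2, and 65.5% of all genes tested were separated.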

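Of the 356 annotated lower DEGs, 62 (17.4%) are annotated to the mitochondrion, against 1357 of the 14487 background genes (9.37%) and 64 of the 942 annotated higher DEGs (6.79%). The share among the lower DEGs was larger than that in the background (one-sided Fisher's exact test, p = 1.1e-06). The 20 lower DEGs of the oxidative phosphorylation set made up 5.18% of the 386 lower DEGs. The paper reads the pathway terms, the ontology terms and the labelled heatmap together, and from the mitochondrial terms among the downregulated DEGs it proposes that the decreases after the operation are mostly related to mitochondrial respiratory functions.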

### Perioperative Neurocognitive Disorder Mice Show Decreased Transcript Levels of Genes Encoding Respiratory Complex Subunits

The differential expression pattern of significantly downregulated genes enriched in the top two terms from KEGG analysis was specifically visualized in heatmaps. Genes enriched in the “oxidative phosphorylation” term (*n* = 20) were mostly mitochondrial complex components (Figure 3A). Similarly, genes enriched in the “Alzheimer’s disease” term (*n* = 22) were predominantly mitochondrial complex components (Figure 3B), wherein 17 genes were found both in the “oxidative phosphorylation” term and in the “Alzheimer’s disease” term. This is not to our surprise, as mitochondrial dysfunction is extensively documented during Alzheimer’s disease progression (Swerdlow, 2018). 

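All 20 genes had lower CPM in both PND mice than in both control mice, and 19 of the 20 were lower DEGs. Adjusted over the list alone, 20 of the 20 passed. The study chose the list as downregulated on these same libraries, so that neither its fall nor these counts are independent evidence. Their log2 fold changes ran from -0.82 to -0.58 with a median of -0.68, and the standard errors from 0.06 to 0.20. Relative to the mean of the control mice, the median level of the 20 genes on the log2 scale was -0.09 and 0.09 in the control mice and -0.65 and -0.73 in the PND mice. With the length and GC correction, the median was -0.53 and 6 of the 20 genes were lower DEGs. Without the second control mouse the median was -0.59.

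**Figure D2:**
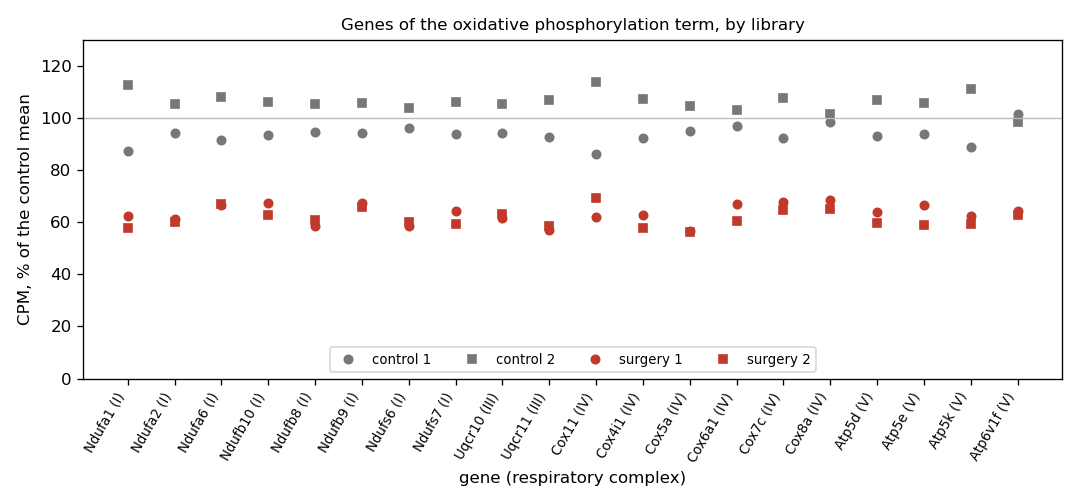
CPM of the 20 genes in each library, as % of the mean of the control mice (vertical axis), by gene (horizontal axis). Each gene is labelled with the respiratory complex that the paper gives. Grey symbols are the control mice and red symbols the PND mice, with circles for replicate 1 and squares for replicate 2. The PND mice lie between 56.3% and 69.4%, and the control mice between 86.2% and 114%.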

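Of these 22 genes, 20 were lower DEGs, including all 17 that are shared with the oxidative phosphorylation term, and their median log2 fold change was -0.66. All 22 had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and so did all 22 when adjusted over the list alone, a list that the study chose on these libraries. Outside the shared genes, Calm3 fell by 0.59 on the log2 scale, Gapdh by 0.62 and Grin2d by 0.59. Calm3 (mm10 chromosome 7, 16915379 to 16924114) had 2424 ± 78.8 CPM in the control mice and 1613 ± 51.1 in the PND mice (SD, n = 2). Lrp1 and Apbb1 fell by 0.58 and 0.57, fold changes of 0.670 and 0.673, which lie above the threshold of 0.67. Of the 75 nt windows of Gapdh, 22.6% also occur in 118 other genes, so that its reads could have been split by the counting. When libraries were scaled by their totals only, 12 of the 22 genes were lower DEGs. Under the length and GC correction 6 of the 22 were lower DEGs, and Calm3, Gapdh and Grin2d were at -0.32, -0.44 and -0.26. Over the alternatives the adjusted p by edgeR's or DESeq2's test reached 0.083 for Calm3, 0.031 for Gapdh and 0.25 for Grin2d, each with that correction.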

Of note, 20 genes that were enriched in the “oxidative phosphorylation” term were related to NADH-dependent respiratory chain activity. Specifically, eight genes, namely, Ndufa1, Ndufa2, Ndufa6, Ndufs6, Ndufs7, Ndufb8, Ndufb9, and Ndufb10, encode subunits of complex I; two genes, namely, Uqcr10 and Uqcr11, encode subunits of complex III; six genes, namely, Cox4i1, Cox5a, Cox6a1, Cox7c, Cox8a, and Cox11, encode subunits of complex IV; and four genes, namely, Atp5d, Atp5e, Atp5k, and Atp6v1f, encode subunits of complex V. We next verified the expression of these 20 DEGs (Figure 3A) by a qPCR-based approach. 

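The 8 genes of complex I were all lower DEGs, with a median log2 fold change of -0.71. The largest fall among them was that of Ndufs6, from 30.5 ± 1.71 to 18.2 ± 0.307 CPM (SD, n = 2 mice per group), a log2 fold change of -0.75 (standard error 0.10, adjusted p = 0.0056 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The smallest was that of Ndufa6, with -0.58 and a standard error of 0.10. In complex III, both Uqcr10 (-0.68) and Uqcr11 (-0.79) were lower DEGs. Of the 6 genes that the paper places in complex IV, 5 were lower DEGs, and the median of the 6 was -0.63. Cox5a (ENSMUSG00000000088, mm10 chromosome 9, 57521274 to 57532426) fell the most of the 20 genes, from 82.2 ± 5.63 to 46.5 ± 0.269 CPM (SD, n = 2), a log2 fold change of -0.82 (standard error 0.08, adjusted p = 0.0043 by the same edgeR test). Cox11 was the gene that was not a DEG. It had 10.2 ± 2.00 CPM in the control mice and 6.72 ± 0.549 in the PND mice (SD, n = 2), a log2 fold change of -0.61 with a standard error of 0.20 and an adjusted p of 0.068 by the same edgeR test, and -0.39 without the second control mouse. The 4 genes that the paper places in complex V, Atp5d, Atp5e, Atp5k and Atp6v1f, were lower DEGs with a median of -0.68. By the orthology descriptions used here, Atp6v1f belongs to a separate set of V-type ATPase genes and not to complex V. Of the 75 nt windows of Cox7c, 19.6% also occur in other genes, and of those of Ndufb9, 13.4%. Exons of Atp5d, Cox4i1, Cox5a, Cox11, Ndufa2 and Ndufs6 overlap those of a gene on the opposite strand, which limits these counts where the counting used no strand. Those of Ndufb8 and Ndufb9 overlap a gene on the same strand, which limits their counts whether or not strand was used.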

Consistent with the RNA-Seq data, these genes were all significantly decreased in the hippocampus of PND mice, compared with the control mice (Figure 3C). 

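Over all tested nuclear genes annotated to each complex, whether or not they were DEGs, the median log2 fold change was -0.36 for the 37 genes of complex I, -0.23 for the 4 of complex II, -0.41 for the 8 of complex III, -0.50 for the 16 of complex IV and -0.40 for the 16 of complex V. Of these genes, 8, 0, 2, 6 and 3 were lower DEGs. The preset camera test gave p-values of 1.3e-07, 0.0099, 0.00018, 7.8e-06 and 5.2e-05 in the same order. Under fry the p-values ran from 0.0013 to 0.024, and with the estimated correlation from 0.12 to 0.23. The median of complex IV was -0.37 without the second control mouse, and the medians of the 5 complexes stayed negative without any 1 of the 4 libraries. These values describe transcripts, and protein levels were not analysed here.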

Taken together, our findings suggest that PND mice show reduced mitochondrial complex levels in their hippocampus.

**FIGURE 3:**
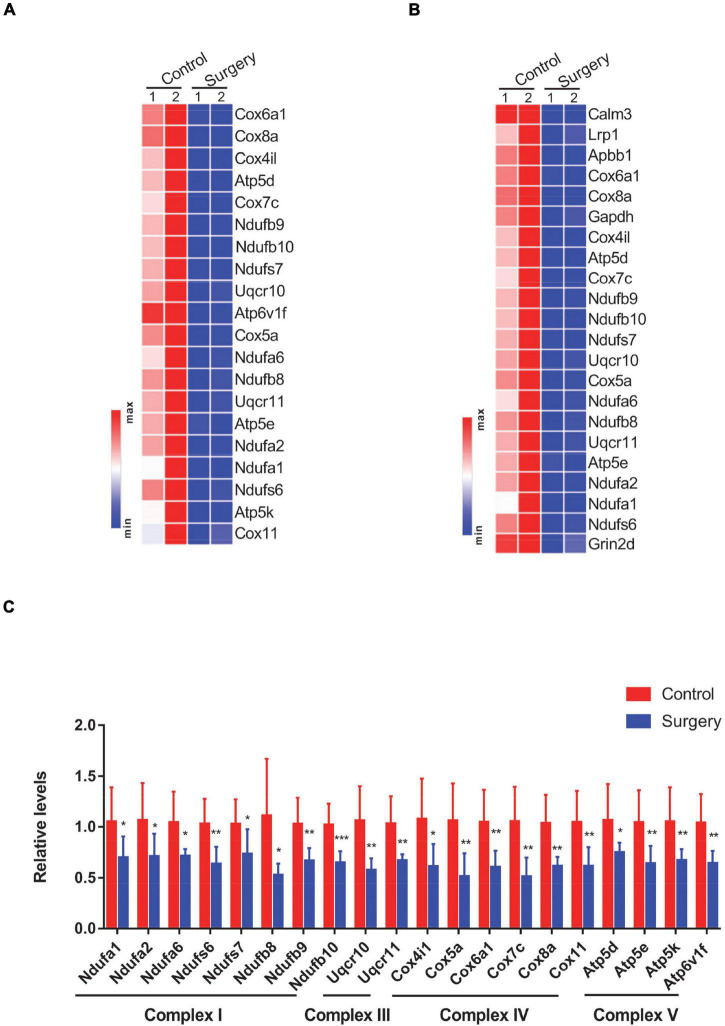
Differential expression of oxidative phosphorylation-related genes was visualized in heatmaps and validated by Quantitative PCR (qPCR). **(A,B)** Genes enriched in the “oxidative phosphorylation” **(A)** and “Alzheimer’s disease” **(B)** terms from Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis are visualized in heatmaps. **(C)** Levels of oxidative phosphorylation-related genes in respiratory chain complexes in control vs. surgery mice were determined by qPCR-based analysis. β-actin was included as an internal control. Data are presented as fold changes in the surgery over controls (*n* = 8 per group). *P < 0.05; **P < 0.01; ***P < 0.001 by independent samples Student’s *t*-test; error bars denote the SEM.

### Downregulation of the Transcription Factors Nuclear Respiratory Factor-1 and Peroxisome Proliferator-Activated Receptor-γ Coactivator-1α Is Responsible for the Reductions in Respiratory Complex Subunits

Recalling that transcript changes in respiratory complex components occurred at 1 day after surgery, we next assessed the protein levels of selected respiratory chain complex components, such as Atp5d and Atp5k from complex V; Cox5a from complex IV; and Ndufs6, Ndufb8, and Ndufb10 from complex I. Intriguingly, we did not observe significant changes in these respiratory complexes in the hippocampus of mice at 1 day after surgery (Figure 4A). However, we indeed observed significantly decreased protein levels of Atp5d, Atp5k, Cox5a, Ndufs6, Ndufb8, and Ndufb10 in the hippocampal tissues of PND mice at 3 days after surgery, compared with the control mice (Figure 4B). Densiometric analyses also support these notions (Figures 4A,B). Recalling that the levels of IL-1β were significantly increased at 1 day post-surgery, transcript, but not protein, changes in respiratory complex components were observed in the hippocampus of PND mice. These findings suggest that surgery-induced changes in respiratory complex levels are associated with IL-1β levels.

**FIGURE 4:**
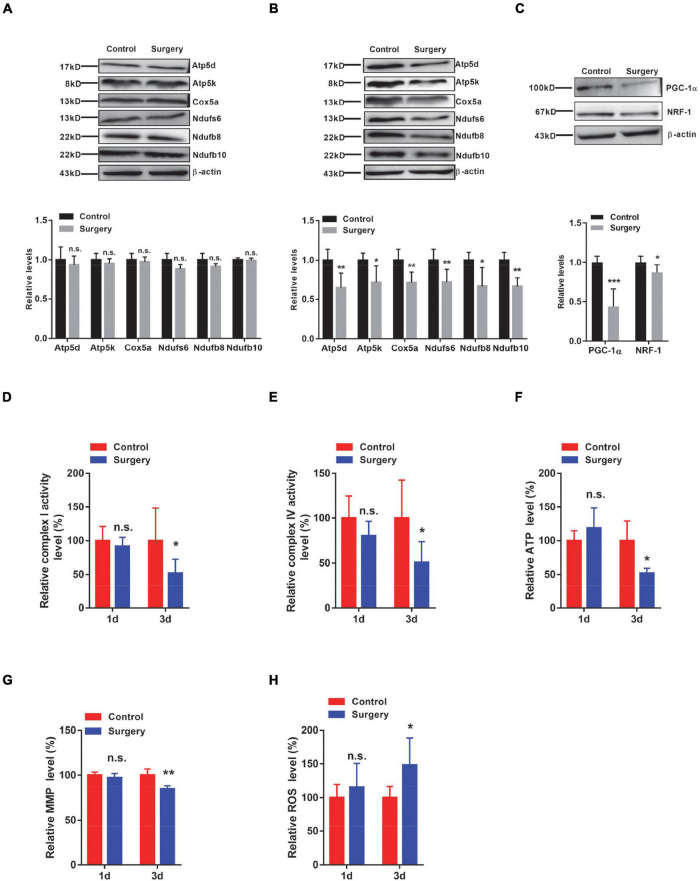
Respiratory complex levels and respiratory function are decreased in the Perioperative neurocognitive disorder (PND) mouse brain by downregulating both peroxisome proliferator-activated receptor-γ coactivator-1α (PGC-1α) and Nuclear respiratory factor-1 (NRF-1) levels. **(A,B)** Protein levels of Atp5d and Atp5k (complex V); Cox5a (complex IV); and Ndufs6, Ndufb8, and Ndufb10 (complex I) were determined in hippocampal tissues collected from control and surgery mice (1 day post-surgery) (*n* = 4) **(A)** or from control and surgery mice (3 days post-surgery) (*n* = 5) **(B)**, by immunoblotting and densiometric analysis. **(C)** Levels of PGC-1α and NRF-1 in the hippocampal tissues of control and surgery mice (1 day post-surgery) were determined by immunoblotting and densiometric analysis (*n* = 6). β-actin was included as an input control. **(D,E)** Hippocampal tissues were isolated from control or surgery mice (1 day or 3 days post-surgery). Enzymatic activities of NADH dehydrogenase (complex I) **(D)** and cytochrome C oxidase (complex IV) **(E)** were assessed by an ELISA-based approach (*n* = 8 per group). **(F–H)** Hippocampal tissues were isolated from control or surgery mice (1 day or 3 days post-surgery) (*n* = 5 per group). **(F)** Adenosine triphosphate (ATP) levels were assessed by an ELISA-based analysis. **(G)** Mitochondrial membrane potential (MMP) levels were determined by the JC-1 fluorescence probe-based approach. **(H)** Relative reactive oxygen species (ROS) levels were determined by the DCFHDA probe-based approach. *P < 0.05; **P < 0.01; ***P < 0.001 by independent samples Student’s *t*-test; n.s. not significant; error bars denote the SEM.

Peroxisome proliferator-activated receptor-γ coactivator-1α (PGC-1α) is a transcription factor that is strongly involved in the mitochondrial biogenesis process (Wang et al., 2015). We next examined the levels of PGC-1α and found that its levels were significantly decreased in the hippocampus of PND mice, compared with the control mice (Figure 4C). This conclusion was also evident by densiometric analysis (Figure 4C). Nuclear respiratory factor-1 (NRF-1) is another transcription factor that has been shown to be a key regulator of oxidative phosphorylation-related genes (Bouchez and Devin, 2019). We, therefore, examined the levels of NRF-1 and found that its levels were significantly reduced in the hippocampal tissues of PND mice compared with the same brain region of control mice (Figure 4C). Importantly, these surgery-induced changes in PGC-1α and NRF-1 were observed at 1 day post-surgery, indicating that the transcription factors PGC-1α and NRF-1 may participate in the regulation of respiratory complex component levels.

### Respiratory Complex Activity and Respiratory Function Are Impaired in Perioperative Neurocognitive Disorder Mice

Given the aforementioned changes in respiratory complex levels, we next examined the function of respiratory complexes by measuring the activities of respiratory enzymes. We found a significant decrease in the activities of both complex I and complex IV in the hippocampal tissues of PND mice at 3 days post-surgery, but not at 1 day post-surgery (Figures 4D,E). We next assessed the levels of ATP, which not only represents the activity of complex V but also reflects the function of the respiratory chain. We consistently observed significantly lower ATP levels in the hippocampus of PND mice at 3 days after surgery than in the same brain region of the control mice, whereas the hippocampus of mice at 1 day after surgery showed no significant difference in ATP levels (Figure 4F). Furthermore, we also evaluated the MMP and found that MMP levels were significantly reduced in the hippocampus of mice at 3 days after surgery, but not in the hippocampus of mice at 1 day after surgery (Figure 4G). Notably, the levels of ROS were significantly increased in the hippocampus of mice at 3 days after surgery, whereas no significant changes were detected in the hippocampus of mice at 1 day after surgery (Figure 4H). These findings suggest that altered respiratory complex levels lead to mitochondrial dysfunction in the hippocampus of PND mice in a time-dependent manner.

### Interleukin-1β Induces Reductions in Respiratory Chain Complex Components by Downregulating Peroxisome Proliferator-Activated Receptor-γ Coactivator-1α and Nuclear Respiratory Factor-1 *in vitro*

To further investigate whether surgery-induced mitochondrial dysfunction is reproducible *in vitro*, we next treated HT22 cells with interleukin-1β (IL-1β), a potent proinflammatory cytokine, to mimic the inflammation induced by surgery *in vivo*. We first assessed the levels of respiratory chain complexes such as Atp5d, Atp5k, Cox5a, and Ndufs6. We observed that both the transcript and protein levels of these respiratory complex components were significantly decreased in the presence of IL-1β (Figures 5A,B). Immunostaining results also supported these conclusions (Figure 5C). Consequently, the activities of both complex I and complex IV were significantly decreased in the presence of IL-1β (Figure 5D). Adenosine triphosphate production was significantly decreased (Figure 5E), whereas the levels of ROS were significantly increased in HT22 cells treated with IL-1β (Figure 5F). Importantly, we also demonstrated that both the transcript and protein levels of NRF-1 and PGC-1α were significantly downregulated in the IL-1β-treated HT22 cells (Figures 6A,B). Consistently, the immunostaining results also supported these notions (Figures 6C,D). To investigate whether these IL-1β-induced changes were indeed mediated *via* PGC-1α, we overexpressed PGC-1α in HT22 cells prior to IL-1β treatment and observed that PGC-1α significantly restored the IL-1β-induced reduction in the levels of mitochondrial complex subunits (Figure 6E). Taken together, *in vivo* and *in vitro*, we demonstrated that PND-induced neuroinflammation results in reductions in respiratory complex components and impaired mitochondrial respiratory functions.

**FIGURE 5:**
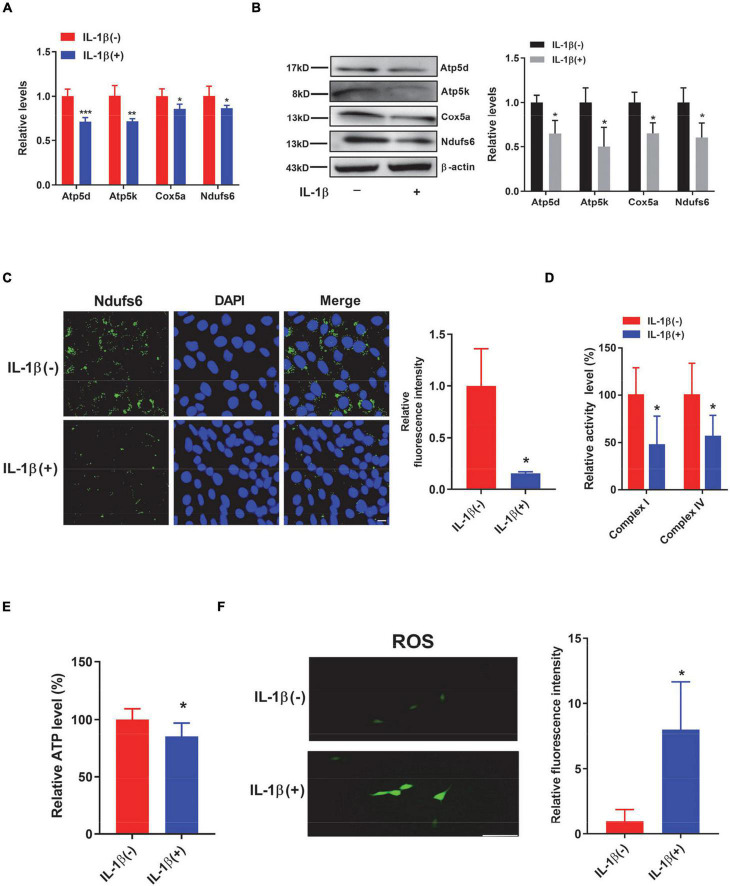
HT22 cells treated with interleukin-1β (IL-1β) show reduced respiratory complex levels and decreased mitochondrial respiratory function. **(A–F)** HT22 cells were treated with IL-1β for 48 h. Levels of selected respiratory chain components were assessed by Quantitative PCR (qPCR) (*n* = 8 per group) **(A)** and by immunoblotting and densiometric analysis **(B)** (*n* = 4 per group). **(C)** Representative immunofluorescence images of Ndufs6 (green) and DAPI (blue) in control and IL-1β-treated HT22 cells. Scale bar: 20 μm. Relative immunofluorescence intensity was plotted in IL-1β-treated HT22 cells over control HT22 cells (*n* = 3 per group). **(D)** The enzymatic activities of complex I and complex IV were determined by an ELISA-based approach (*n* = 6 per group). **(E)** Adenosine triphosphate (ATP) levels were determined in HT22 cells by an ELISA-based analysis. Relative ATP levels were plotted in IL-1β-treated HT22 cells over control HT22 cells (*n* = 8 per group). **(F)** Representative images of reactive oxygen species (ROS) (green) in HT22 cells treated with or without IL-1β using a DCFHDA fluorescence probe. Scale bar: 50 μm. Relative immunofluorescence intensity was plotted in IL-1β-treated HT22 cells over control HT22 cells (*n* = 3 per group). *P < 0.05; **P < 0.01; ***P < 0.001 by independent samples Student’s *t*-test; error bars denote the SEM.

**FIGURE 6:**
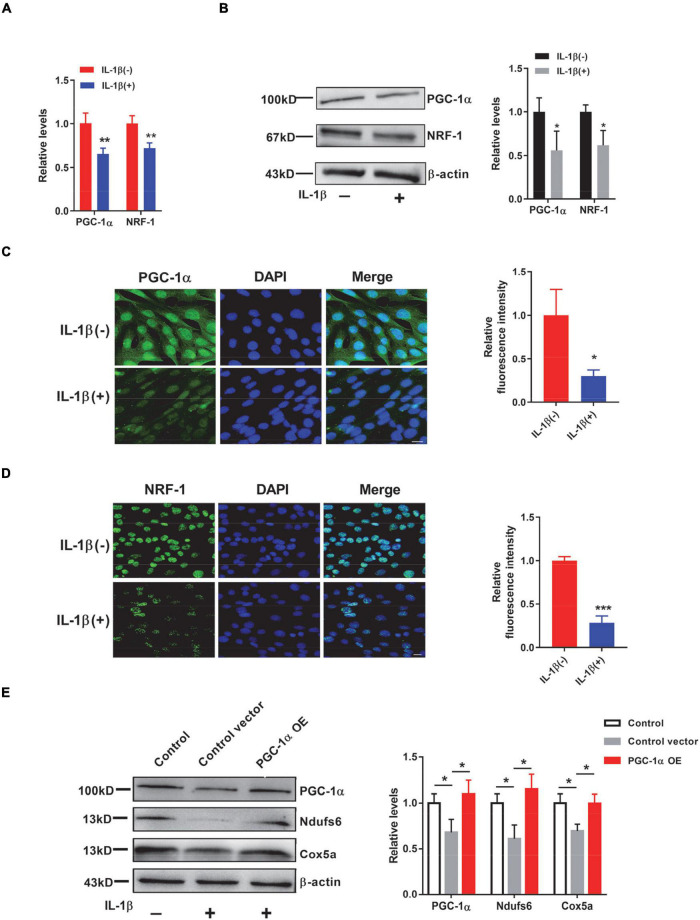
IL-1β induces reductions in peroxisome proliferator-activated receptor-γ coactivator-1α (PGC-1α) and Nuclear respiratory factor-1 (NRF-1) levels in HT22 cells. **(A,B)** Levels of PGC-1α and NRF-1 were determined by quantitative PCR (qPCR) **(A)** (*n* = 4) and by immunoblotting and densiometric analysis **(B)** in control and IL-1β-treated HT22 cells (*n* = 4 per group). β-actin was included as an input control. **(C)** Representative images of PGC-1α (green) and DAPI (blue) in control HT22 cells and HT22 cells treated with IL-1β. Scale bar: 20 μm. The relative immunofluorescence intensity of PGC-1α was plotted in IL-1β-treated HT22 cells over control HT22 cells (*n* = 3 per group). **(D)** Representative images of NRF-1 (green) and DAPI (blue) in control HT22 cells and HT22 cells treated with IL-1β. Scale bar: 20 μm. Relative immunofluorescence intensity of NRF-1 in IL-1β-treated HT22 cells over control HT22 cells (*n* = 3 per group). **(E)** HT22 cells were transfected with control plasmid (control vector) or PGC-1α overexpression plasmid (PGC-1α OE) prior to IL-1β treatment. Levels of PGC-1α, Ndufs6, and Cox5a in HT22 cells with (control vector and PGC-1α OE) or without (control) IL-1β treatment were determined by immunoblotting and densiometric analysis (*n* = 3). β-actin was included as an input control. *P < 0.05; **P < 0.01; ***P < 0.001 by independent samples Student’s *t*-test or one-way ANOVA; error bars denote the SEM.

## Discussion

In this study, we investigated PND using a mouse model of orthopedic surgery, which produces neuroinflammation (Terrando et al., 2011; Xiong et al., 2018) and is, therefore, regarded as a common etiology for PND (Saxena et al., 2019; Yang et al., 2020). We conducted open reduction and intramedullary nailing in mice, which is a more common surgical procedure than splenectomy models in the clinic and is a well-recognized mouse model in the field (Eckenhoff et al., 2020). Wang et al. (2020) demonstrated that sevoflurane anesthesia-induced PND leads to dysfunction in mitochondria and oxidative stress-related signaling pathways in the hippocampus of aged rats. Our model closely mimics clinical practice, as no clinical practice involves anesthesia without further surgical procedures. In this study, we illustrated that the transcript levels of mitochondrial respiratory chain subunits appeared to decrease as early as 1 day post-surgery, whereas the protein levels exhibited a strong decrease at 3 days post-surgery. Neuroinflammation is a widely accepted mechanism of PND. In this study, we also identified a significant increase in the inflammatory factors IL-6 and IL-1β in the hippocampus of PND mice, confirming that neuroinflammation indeed contributes to PND. In addition to neuroinflammation, we also defined another etiology of PND: a decline in mitochondrial function contributes substantially to PND. These two mechanisms do not seem to conflict with each other.

The hippocampus is highly involved in cognitive function in rodents and humans (Bird and Burgess, 2008; Li et al., 2021); therefore, we focused on this brain region for further transcriptome sequencing. We observed significantly reduced transcript levels of multiple respiratory complex genes in the hippocampus of surgical mice at 1 day post-surgery. These results are not supported by the previous report, wherein no mitochondrial function-related changes were observed in the mice subjected to the same surgical procedure (Xiang et al., 2019). This inconsistency likely comes from the age difference, as aging is considered a major risk factor for PND. Xiang et al. used 12-week-old (relatively young) mice in their study (Xiang et al., 2019), whereas we used approximately 8-month-old (relatively old) mice. In addition to the age issue, the timing of tissue collection also matters, as we collected hippocampal tissues at 1 day post-surgery, whereas Xiang et al. performed tissue collection at 6 h post-surgery.

This surgical procedure that induced a decrease in the mRNA levels of the respiratory complexes is not accompanied by any decrease in the protein levels of the same respiratory complexes but by increased protein levels of IL-6 and IL-1β. The protein changes in these respiratory complexes appear at a later time point (3 days post-surgery). These findings demonstrate that these two identified mechanisms of PND occur in a sequential manner, as inflammation occurs preceding mitochondrial dysfunction. In support of these findings, mitochondrial functions, assessed by ATP and ROS production, remained unaltered in the hippocampus of PND mice at 1 day post-surgery, and a significant reduction in mitochondrial function was observed in the same brain region of PND mice at 3 days post-surgery. This further supports that changes in mitochondrial function coincide with changes in respiratory chain complexes.

The expression of mitochondrial respiratory chain complexes is reportedly controlled by nuclear respiratory factors (NRFs) such as NRF-1 and NRF-2. In particular, NRF-1 is known to be involved in the transcription of genes encoding subunits of mitochondrial respiratory chain complexes (Bouchez and Devin, 2019). Nuclear respiratory factor-1 depletion leads to early mouse embryonic lethality caused by severe mitochondrial DNA depletion (Diman et al., 2016). In this study, we observed that NRF-1 levels were significantly decreased in the hippocampus of surgical mice at 1 day post-surgery, supporting that level changes in respiratory complexes are due to changes in NRF-1. The PGC-1 family, consisting of PGC-1α, PGC-1β, and PRC, plays a central role in governing the transcriptional control of mitochondrial biogenesis and respiratory function (Scarpulla, 2011). Among them, PGC-1α is a “master regulator” in mitochondrial biogenesis by inducing the transcription of NRF (Tran et al., 2011; Wang et al., 2015). In this study, we observed that PGC-1α levels were significantly reduced in the hippocampus of surgical mice at 1 day post-surgery.

Importantly, PGC-1α levels were substantially downregulated in response to the inflammatory response (Tran et al., 2011; Rius-Perez et al., 2020). For example, IL-6 levels in the muscles are negatively correlated with PGC-1α levels (Handschin et al., 2007). The inflammatory-induced PGC-1α decrease is likely due to the activation of the NF-κB pathway (Eisele and Handschin, 2014). It has been reported that improved mitochondrial function by elamipretide (SS-31) could improve PND in a mouse/rat model (Wu et al., 2017; Zhao et al., 2019; Zuo et al., 2020), suggesting that mitochondrial function is highly related to PND. In this study, we clearly demonstrate that PND-induced mitochondrial dysfunction occurs due to decreased respiratory complex levels resulting from increased proinflammatory cytokines and decreased transcription factors PGC-1α and NRF-1. ROS mainly come from the mitochondrial respiratory chain, and there is strong evidence showing that mitochondrial ROS production plays a critical role in damaging CCs and initiating cell death (Di Meo et al., 2016). Reactive oxygen species may induce neuronal apoptosis and lead to cognitive deficits (Berg et al., 2011). Oxidative stress is a byproduct of surgery and anesthesia (Skvarc et al., 2018). In this study, surgical mice at 3 days post-surgery showed a substantial increase in ROS production in the hippocampus. Meanwhile, the MMP was also decreased. These findings suggest that mitochondrial dysfunction-induced ROS production contributes to PND.

The HT22 cell line is derived from mouse hippocampal neurons and is widely used to simulate primary hippocampal neurons (Reddy et al., 2018). The inflammatory cytokine IL-1β was used to induce inflammation *in vitro*. Our *in vitro* findings support the conclusion obtained from *in vivo* animal models. Taken together, PND-induced neuroinflammation suppresses the levels of the nuclear mitochondrial transcription factors PGC-1α and NRF-1, consequently reducing the levels of respiratory complexes and ultimately reducing mitochondrial functions. Therefore, we propose a novel mechanism for PND involving mitochondrial dysfunction and potentially provide a novel therapeutic target for the prevention and treatment of PND.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?, accession number: GSE178995.

## Ethics Statement

The animal study was reviewed and approved by Animal Studies Committee at University of Science and Technology.

## Author Contributions

KH, JZ, XC, and QL conceived and designed the study and wrote the manuscript. KH, DL, XW, and WZ performed the *in vivo* experiments and analyzed the data. KH, XM, and XW performed the *in vitro* experiments. SW and WZ conducted the data analysis. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

PND: perioperative neurocognitive disorders
POCD: postoperative cognitive dysfunction
POD: postoperative delirium
CSF: cerebrospinal fluid
NADH: nicotinamide adenine dinucleotide
ATP: adenosine triphosphate
MMP: mitochondrial membrane potential
DCFHDA: 2′,7′-dichlorofluorescein diacetate
ROS: reactive oxygen species
FC: fear conditioning
DMEM: Dulbecco’s Modified Eagle Medium
FBS: fetal bovine serum
NOR: novel object recognition
IL-6: interleukin-6
IL-1β: interleukin-1β
DEGs: differentially expressed genes
KEGG: Kyoto Encyclopedia of Genes and Genomes
GO: gene ontology
BP: biological process
MF: molecular function
CC: cellular component
PGC-1α: peroxisome proliferator-activated receptor-γ coactivator-1α
NRF-1: nuclear respiratory factor-1.

# Supplementary material for: Hippocampus-Based Mitochondrial Respiratory Function Decline Is Responsible for Perioperative Neurocognitive Disorders
**Source:** Front Aging Neurosci. 2022 Feb 9;14:772066. doi: 10.3389/fnagi.2022.772066
**Supplement:** Supplementary file 2

<https://www.ncbi.nlm.nih.gov/geo/subs/>

token: mfmnykkatfuljep

How the deposited data were processed for this re-analysis (not part of the article)

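Hippocampal RNA of 2 control mice and 2 PND mice was sequenced, all taken on day 1 post-surgery. The authors mapped 150 nt paired-end reads to mm10 with HISAT and deposited, for each gene and mouse, the count of reads without normalization. The deposited table also holds the comparison the authors made from these counts. For each gene the authors gave the mean signal over the 4 libraries after scaling, the fold change as a ratio of PND to control mice, the log2 of that fold change, and an unadjusted and an adjusted p-value. The tool behind these columns, the counting program and the use of strand are not named in the paper's text. A gene carries the authors' mark of significance where the unadjusted p-value is under 0.05 and the fold change is at least 1.5 or at most its inverse, and the authors gave no adjusted p-value to 15906 genes with a low mean signal. Only the counts entered the tests described here. The authors' columns were used for their marks alone, and the annotation columns for the orthology descriptions and Gene Ontology terms.

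The table lists 29300 genes, and every per-sample column was matched to a mouse by its name. Date-like symbols of 24 genes were restored from their Ensembl identifiers. Of the identifiers, 29238 occur in GENCODE release M21 for the same genome, and 93.2% of these have the same coordinates in both. Coordinates are those of the deposited table, and transcript lengths, GC contents, overlaps and shared sequences were taken from GENCODE. Shared sequence was counted as the percent of 75 nt windows of a gene's transcripts that also occur in the transcripts of another gene. Library totals ran from 15763432 to 18573386 counts, with 24238 to 25324 genes detected in each mouse. Transcripts encoded by the mitochondrial genome, apart from its rRNA, took 2.82% and 2.52% of the counts in the control mice and 4.44% and 4.48% in the PND mice. Replicates were compared over 16815 genes in the control mice and 16986 in the PND mice, and no pair differed by less than the sampling noise.

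Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and, as an alternative, DESeq2 1.42.0. Genes were filtered with edgeR's filterByExpr at a minimum count of 10, normalized by TMM and tested with the quasi-likelihood F test (glmQLFit without its legacy form, and glmQLFTest) with Benjamini-Hochberg adjustment over the genes tested, with condition as the only term. Standard errors were taken from the log2 fold change and its F statistic. The thresholds were an adjusted p-value of 0.05 and the paper's fold changes. Gene sets were tested on log2 CPM, with a prior count of 2, by camera with a preset inter-gene correlation of 0.01, by camera with the estimated correlation and by fry. Terms of 5 to 500 tested genes were tested for over-representation by the one-sided Fisher's exact test. The background was the tested protein-coding genes with an annotation. Lists were compared with 10000 random lists, each member being replaced by a gene drawn from the 200 nearest in those of mean expression, transcript length and GC content that are stated. The trends of each library with transcript length and GC content were fitted with mgcv 1.9.3 as smooth functions with a basis size of 8 and entered the model as offsets.

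The genes named are those the paper names for the transcriptome, those of the proteins it measured, Actb, and the 5 DEGs with the largest rise and the 5 with the largest fall among those with a mean of at least 1 CPM and both PND mice beyond both control mice. A fold change against libraries with at most 3 counts was computed against that floor as a lower bound, which covers counting error only. Marker lists for neurons, astrocytes, microglia, oligodendrocytes, endothelial cells, choroid plexus, red blood cells, neutrophils, striatum, thalamus, nuclear RNA, glucocorticoid response, immediate early genes, inflammation and the PGC-1 and NRF axis were tested as sets. The alternatives were other normalizations, filters, tests and thresholds, the replicate number as a block, corrections for transcript length and GC content, thinning of the counts to the smallest library total, other backgrounds and term sizes, and leaving out each mouse in turn.

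The procedures were tested on simulated counts drawn for the real genes from the means, totals and dispersions of the 4 libraries, with 200 genes of moderate or high expression changed by known fold changes. The edgeR test recovered 174 of them (87.0%) and called 3 unchanged genes among 16815 genes tested. DESeq2 recovered 167 and called 1 unchanged gene. With a GC trend added to the simulated counts, 503 unchanged genes were called among 16803 without the correction and 5 with it, while 180 and 177 changed genes were recovered. A planted set had a camera p of 9.6e-24, and 1 of 100 random sets had one under 0.05. The paper's quantitative PCR, immunoblots, ELISA, behavior tests and cell experiments were not analysed here, and neither were the KEGG pathway lists.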

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

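The tests that set these results against the trend of the fold change with transcript GC content were chosen after the results had been seen.

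Transcripts encoded by the mitochondrial genome, which the paper does not report on, were higher in PND mice than in control mice. The median log2 fold change of the 12 tested genes was 1.09, with an SD between replicates of 0.17, and 9 of the 12 were higher DEGs. The median stayed between 0.95 and 1.23 when each mouse was left out in turn, and it was positive under every normalization and filter tried. The adjusted p was 2.4e-08 by limma's camera with the preset correlation. The largest rise was that of mt-Nd6, with 2488 and 2001 counts in the control mice and 7710 and 9736 in the PND mice, a log2 fold change of 2.06 (standard error 0.15, adjusted p = 0.0039 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The smallest was that of mt-Cytb, at 0.41. Exons of mt-Nd6 overlap those of mt-Nd5 on the opposite strand, which limits the counts of mt-Nd6 where the counting used no strand. In mt-Co2, mt-Co3, mt-Atp6, mt-Nd3 and mt-Nd4l over 97% of the sequence also occurs in another gene. The 5 genes that share less than 10% had a median of 1.03, which argues against shared reads as the whole cause.

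The transcripts are rich in A and T, with a median GC content of 37.4% against 50.3% over all genes tested. Random lists of nuclear genes matched on GC content and length had a median of 0.63, and 68 of 10000 lists were as high as the mitochondrially encoded genes. Of 10000 lists matched on GC content and expression, 0 were as high. With the length and GC correction, the median fell to 0.21 against an SD between replicates of 0.11 (limma's camera, adjusted for no other set, gave 0.048), and 1 of the 12 genes, mt-Nd6, was a higher DEG, with an adjusted p of 0.020 by the same edgeR test. The corrected log2 fold changes ran from -0.44 in mt-Nd4 to 0.89 in mt-Nd6, so the members no longer moved together. The trend with GC content therefore may account for much of the rise but was not enough for all of it. What remains rests on few genes, and the only one still a DEG, mt-Nd6, is limited by its overlap with mt-Nd5. An effect of surgery on mitochondrial transcripts, a change in their polyadenylation and a difference in library preparation were not tested against each other.

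Among the higher DEGs, for which the paper reports no terms, 3 terms passed the threshold and 178 had an unadjusted p-value under 0.05. RNA splicing held 29 of 942 annotated higher DEGs, 3.01 times the number expected (adjusted p = 3.8e-04, one-sided Fisher's exact test with Benjamini-Hochberg adjustment). mRNA processing held 32 and nucleotide binding held 40, with adjusted p-values of 0.0014 and 0.0068 by the same Fisher's exact test. Of the 148 tested RNA splicing genes, 64.2% had a positive log2 fold change, and their median was 0.16. Random lists matched on expression, length and GC content had a median of 0.05, and 7 of 10000 were as high.

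With the length and GC correction, 0 terms passed the threshold among the higher DEGs, where the lowest adjusted p was 0.67 by the same Fisher's exact test, while RNA splicing, mRNA processing and nucleotide binding each had an unadjusted p under 0.05. With the trend of the fold change with transcript GC content removed, the median was 0.022 for the RNA splicing genes, 0.022 for mRNA processing and 0.045 for nucleotide binding, with SDs between replicates of 0.06, 0.06 and 0.03. These medians near 0, over members that go both ways, decide nothing, although limma's camera still ranked the genes above others (p of 0.0064, 0.016 and 2.9e-04). Of 10000 lists matched on expression, length and GC content, 24 were as high as mRNA processing and 0 as high as nucleotide binding without the correction. For each of the 3 terms, an effect of surgery and the trend with GC content cannot be told apart. The trend itself separates the groups. With the length and GC correction, RNA splicing held 4 higher DEGs, mRNA processing 4 and nucleotide binding 7. These were 4.61, 3.61 and 4.16 times the numbers expected, so the over-representation was not lost, but it rested on few genes. Without the correction the genes had risen beyond matched lists.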

How the results depend on the processing

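The alternatives were set before the data were examined, apart from the corrections for GC content alone and for transcript length alone, which were added after the data had been seen. Among the counts, the medians of the 20 and 22 genes and of the gene sets, and the single genes named by the paper or for their fold change, no direction reversed. The medians of the neuron, inflammation and choroid plexus lists changed sign under some alternatives, and so did mt-Nd4, mt-Nd4l, mt-Nd5 and mt-Cytb with the length and GC correction. Except where a sentence names it, the cause of a change was not tested. Genes with fewer than 10 counts in a library, or without an adjusted p-value from DESeq2, have no value under those alternatives.

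With DESeq2's size factors, upper-quartile normalization, other filters, DESeq2's test, the legacy fit or thinned counts, between 1114 and 1545 genes were DEGs. Scaling by library totals gave 1603 DEGs but 224 lower ones, 12 lower DEGs among the 22 genes of the Alzheimer's disease term, and 0 of the paper's Gene Ontology terms past the threshold, with 6 at an unadjusted p-value under 0.05. It moved the median log2 fold change of all genes tested from 0.01 to 0.06. With thinned counts, 1 of the paper's terms passed. With upper-quartile normalization the log2 fold change of Nrf1 was -0.33 with an adjusted p of 0.0497 by edgeR's test, against a range from 0.0497 to 0.20 over its alternatives.

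The length and GC correction gave 162 DEGs, 108 higher and 54 lower, of which 95 and 22 were among the DEGs without it. Of the 20 oxidative phosphorylation genes 6 were lower DEGs, although 15 had an adjusted p-value under 0.05, and their median log2 fold change was -0.53. Of the 22 genes of the Alzheimer's disease term 6 were lower DEGs, with a median of -0.47. Actb was at -0.32 (adjusted p of 0.062 by edgeR's test, range 2.6e-07 to 0.062) and Ppargc1a at 0.21 (adjusted p of 0.24 by edgeR's test, range 0.0015 to 0.24). Correction for GC content alone gave 157 DEGs, 106 higher and 51 lower, with 6 of the 20 genes lower and a median of -0.51. Correction for length alone gave 1526 DEGs, 855 higher and 671 lower, against 1158 higher and 386 lower without any correction. The difference between these corrections places the loss in the total number of DEGs with GC content rather than length.

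The labels number the mice in both groups without stating a pairing. Across 14131 genes, which are not independent replicates, the deviations of mice with the same number had a Pearson's r of 0.289 and a Spearman's rho of 0.190. With the replicate block, 1716 genes were DEGs (1289 higher and 427 lower) and 1 of the paper's terms passed, while the choroid plexus median moved to 0.58. The replicate block with the length and GC correction gave 456 DEGs, 307 higher and 149 lower, of which 252 were DEGs without either. It left 8 of the 20 genes and 6 of the 22 as lower DEGs, with medians of -0.53 and -0.47, and Ppargc1a at 0.22 (adjusted p of 0.12 by edgeR's test).

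Thresholds changed the counts by their construction. Without a fold change threshold there were 4449 DEGs, 2250 higher and 2199 lower, and at an adjusted p-value of 0.01 there were 818, 620 higher and 198 lower. At an unadjusted p-value of 0.05, 0 of the paper's terms passed after adjustment, and 6 had an unadjusted p-value under 0.05.

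With the estimated inter-gene correlation, the medians did not move and the p-values of limma's camera rose above 0.05. These were 0.17 for oxidative phosphorylation (-0.37), 0.19 for complex I (-0.36), 0.12 for complex II (-0.23), 0.23 for complex III (-0.41), 0.19 for complex IV (-0.50), 0.14 for complex V (-0.40), 0.29 for ribosomal proteins (-0.27) and 0.19 for the mitochondrially encoded genes (1.09). The same 8 sets had p-values under 0.05 by fry.

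Across the 4 fits that each left out 1 mouse, the median of the 20 genes ran from -0.78 to -0.59, that of the oxidative phosphorylation set from -0.40 to -0.31, and those of complexes I, II and IV from -0.43 to -0.30, from -0.27 to -0.22 and from -0.54 to -0.37. Actb ran from -0.37 to -0.31 and Ppargc1a from 0.44 to 0.60. Among the single genes named, 72 other results changed, 58 weaker and 14 stronger, and 358 did not. Of their values with 1 mouse left out, 19 moved by more than the spread between replicates and 121 did not. Depth limits the genes at a few counts, for which only a lower bound or no fold change is given.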

Differences from the paper's values

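The paper's counts of 1597 DEGs, 1135 upregulated and 462 downregulated, stand beside 1544, 1158 and 386. Its 20 and 22 genes of the pathway terms stand beside 19 and 20, and none of these pairs differed by more than 1.5 times. The thresholds were unlike, since the authors' mark follows the unadjusted p-value. At an unadjusted p-value under 0.05 by edgeR's test, 2168 genes were called here, 1612 higher and 556 lower. Of the authors' 1597 genes, 1217 had an adjusted p-value under 0.05 in their own comparison.

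The paper lists Cox11 among the downregulated genes of the oxidative phosphorylation term. Here its log2 fold change was -0.61 with an adjusted p of 0.068 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was a lower DEG with the replicate block (adjusted p of 0.037), with the replicate block and the length and GC correction (0.0090), with thinned counts (0.047) and at the unadjusted p-value (0.021), each by edgeR's test, and when adjusted over the list of 20 genes alone. Over all alternatives its adjusted p by edgeR's or DESeq2's test ran from 0.0090 to 0.12.

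The paper also lists Lrp1 and Apbb1 among the downregulated genes of the Alzheimer's disease term. Here their adjusted p-values were 0.0060 and 0.0045 by edgeR's quasi-likelihood test, and their fold changes were 0.670 and 0.673, just above the threshold of 0.67. Both were lower DEGs with DESeq2's size factors, with upper-quartile normalization, without a filter, with at least 10 counts in every library, with DESeq2's test and without a fold change threshold.

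The paper places ATP metabolic process, oxidative phosphorylation and mitochondrial respiratory chain complex assembly at the top of the biological processes, and oxidoreductase activity and electron transfer activity among the molecular functions. Here each of these had an adjusted p of 1 by the one-sided Fisher's exact test over the terms listed directly for each gene, and none passed under any alternative. No alternative added parent terms, and oxidative phosphorylation was listed for 8 tested genes, against 103 in the set built here. The tests therefore cannot decide whether these terms would pass with the annotation that the paper used. Mitochondrial membrane had an adjusted p of 0.35. It passed without a fold change threshold (0.0030), against random lists matched on expression and length with adjustment over the 19 matched terms (0.031), and in the Fisher's exact test over those terms alone (0.0020), by Fisher's exact test or, for the random lists, by resampling. Mitochondrial inner membrane passed without a filter, without a fold change threshold, at an adjusted p of 0.01 for the DEGs and over the 19 terms alone, but not against the random lists (0.52), where complex I had 0.12. The terms inner mitochondrial membrane protein complex, mitochondrial protein complex and respiratory chain complex were not analysed here.

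The paper's findings led it to propose that the decreases in genes are mostly related to mitochondrial respiratory functions. Here 17.4% of the annotated lower DEGs carried a mitochondrial annotation and 5.18% of the lower DEGs belonged to the oxidative phosphorylation set. The shares under the alternatives were not computed.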

Other observations

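The tests of the number of DEGs, of the trend with GC content, of the lists matched on expression, length or GC content, of the marker lists and mitochondrially encoded genes after the correction, of the oxidative phosphorylation set after the correction (in place of the 20 genes, which the study chose on these libraries), and of how many markers moved as far as the genes in question were chosen after the results had been seen. The tests of the ribosomal proteins, the mitochondrially encoded genes and the marker lists without the correction were chosen before.

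The log2 fold change between PND and control mice followed the GC content of the transcripts. Spearman's rho was -0.64 and Pearson's r -0.58 across 17120 genes, which are not independent replicates. The former lay between -0.61 and -0.55 for each of the 4 differences between a PND mouse and a control mouse, against 0.16 between the control mice and -0.11 between the PND mice. Transcript length had a rho of 0.10 with the fold change. The median GC content was 41.6% in the higher DEGs and 57.9% in the lower DEGs. After the length and GC correction rho was -0.04, and 162 genes were DEGs. In simulated data the correction kept 177 of 200 changed genes. Those changes were larger than the median change of the DEGs and were placed without regard to GC content. The simulation therefore cannot show whether the correction removes smaller effects of surgery or effects that follow GC content. The loss of DEGs goes with the trend having produced many of them but does not settle it. Whether the trend came from a difference in library preparation or from the surgery cannot be told apart, because no preparation batch is given and the trend, at -0.64, separates the groups in the same way as the condition does. That the trend was weaker between replicates than between groups goes with both. Mitochondrial rRNA also separated the groups, with 0.22% and 0.18% of the counts in the control mice and 0.65% in both PND mice. The cause of that difference was not tested.

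Several explanations for the lower oxidative phosphorylation genes were tested. If length or GC bias were the whole cause, the correction would have brought the 103 genes near 0. Their corrected median was -0.32 with an SD between replicates of 0.06, and limma's camera gave 8.7e-19 with the preset correlation. The estimated correlation was used only without the length and GC correction, where limma's camera gave 0.17. Of 10000 random lists matched on expression, length and GC content, 0 had a median as low, and the median of those lists was -0.14. These lists draw each gene separately and so take no account of correlation between genes. A general fall of short and abundant transcripts would have lowered the cytosolic ribosomal proteins by a similar median, and they fell, with a median 72.4% of that of the set. What counts as similar was set after the values had been seen. By this test a general fall stays open as a part of the cause. Genes of the same expression and length fell less far. The median of lists matched on both was -0.16, and 0 of 10000 were as low as the set. Of 10000 lists matched on expression and length, 427 were as low as the ribosomal proteins, and with GC content also matched 4 were. Fewer mitochondria would have lowered the mitochondrially encoded transcripts as well, and their median was 1.09. With the length and GC correction this median was 0.21, still beyond its SD between replicates of 0.11, but mt-Nd4, mt-Cytb and mt-Nd5 were at -0.44, -0.27 and -0.23, so that fewer mitochondria as a part of the cause stay open. A smaller share of neurons would have lowered the neuron markers together. Of 8 markers 2, Tubb3 and Slc17a7, fell as far as the set, while Snap25 and Syt1 were at 0.01 and 0.02 and Map2 rose by 0.53. With the correction the median of the neuron markers was -0.12 with an SD of 0.09, so a smaller share as a part of the cause was not excluded. The tests argue against length or GC bias, fewer mitochondria and a smaller share of neurons as the whole cause, and not against a fall that respiratory and ribosomal transcripts share. A decline of nuclear-encoded respiratory transcripts after surgery stays open as a hypothesis, as does a difference in preparation beyond the trends that were removed.

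For the higher DEGs, more nuclear or unspliced RNA in the PND libraries would have raised the nuclear RNA list, and long genes more than short ones. The list did rise, with a median of 0.32 against an SD between replicates of 0.10 (unadjusted camera p of 0.028, adjusted 0.42 by limma). Of its genes, 8 of 10 were higher and 3 were higher DEGs. With the length and GC correction the median was 0.21 with an SD of 0.19 (unadjusted camera p of 0.025, adjusted 0.12 by limma). Genomic span had a rho of 0.12 with the fold change and of 0.005 once GC content was removed. A contribution of nuclear RNA stays open, since the rise of the list was not removed with the trend with GC content while the rise with span was. Of the 10 genes, 1 rose as far as the median higher DEG, while Miat fell by 0.30. The higher DEGs were chosen for a large rise and the list was not. This comparison therefore cannot decide whether nuclear RNA was the whole cause. A difference in dissection or blood was tested with 21 markers of choroid plexus, striatum, thalamus and red blood cells. Of these 0 were DEGs and 1 had an unadjusted p-value under 0.05. All 5 thalamus markers were higher, with a median of 0.22 and an SD between replicates of 0.08 (unadjusted camera p of 0.11, and 0.025 with the length and GC correction, adjusted 0.12 by limma), so a small shift in the tissue taken stays open. Ttr, the most abundant choroid plexus marker, had 1566 and 92825 counts in the control mice and 30523 and 54938 in the PND mice, so the amount of choroid plexus differed between mice of the same group by more than between the groups.

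Of the 15 marker lists, 0 passed limma's camera after Benjamini-Hochberg adjustment over the lists, and the nuclear RNA list alone had an unadjusted p-value under 0.05. With the length and GC correction 0 passed as well, and the nuclear RNA, thalamus, neutrophil and endothelial lists had unadjusted p-values under 0.05. The median log2 fold change was -0.04 for neurons, 0.25 for astrocytes, -0.14 for microglia, -0.24 for oligodendrocytes and 0.38 for endothelial cells. It was -0.08 for choroid plexus with an SD between replicates of 2.14, -0.31 for striatum, 0.22 for thalamus and 0.27 for red blood cells. It was -0.88 for neutrophils with an SD of 1.06, -0.27 for the glucocorticoid response, -0.17 for immediate early genes and 0.19 for the PGC-1 and NRF axis. For inflammation the median was 0.06 with an SD of 0.59, over the 5 of 11 genes that passed the filter. Without a filter it was 0.68 over the 11 genes. The list therefore cannot decide whether inflammatory transcripts changed.

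For genes whose proteins the paper measured, the transcripts gave the following. Ppargc1a, which encodes PGC-1α, had a log2 fold change of 0.52 (standard error 0.09, adjusted p = 0.0094 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in both PND mice and under the fold change threshold. Nrf1 was at -0.33 (standard error 0.10, adjusted p = 0.055 from the same edgeR test). Il6 had 0 and 0 counts in the control mice and 2 and 1 in the PND mice, too few for a fold change. Il1b had 8, 10, 0 and 14 counts, and without a filter its log2 fold change was -0.26 with a standard error of 1.02, so no difference was detectable at this depth. Actb, the internal control of the paper's quantitative PCR, was at -0.34 (standard error 0.06, adjusted p = 0.0084 from the same edgeR test). The median of the 20 oxidative phosphorylation genes relative to Actb was -0.34.

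In the authors' deposited table, 1597 genes carry the mark of significance, which follows the unadjusted p-value. In that table 1217 of them have an adjusted p-value under 0.05, 240 have one of 0.05 or more and 140 have none. Of the marked genes, 26 fell below the count filter used here.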
